A study of Saccharomyces cerevisiae and Homo sapiens with 24 samples.

How the data were processed

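STRIPE-seq maps the 5′ ends of capped RNA, so that clusters of reads mark transcription start regions (TSRs). Of the 24 samples of the series, 15 STRIPE-seq libraries were analysed: 12 from budding yeast and 3 from K562, an established human leukaemia cell line. The 9 RNA-seq samples were not analysed here. Groups and replicate numbers were taken from the sample titles. Each of the 5 groups had 3 libraries.

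For each library the authors deposited a list of TSRs with chromosome, start, end, strand and a score in CPM, counts scaled to a sum of 1000000. The unit was read from the values, since the lists have no header: the scores summed to 1000000 in each library, so the CPM are relative to the reads inside the listed regions of that library and not to all its reads. The aligner, the genome build, the removal of duplicate reads and the caller of the regions are not stated in the labels. In every library 100.0% of the scores were whole multiples of the lowest score divided by 3. Taking the lowest score as 3 reads, the smallest number for which no score needed a fraction of a read, gave the number of reads in TSRs. On this scale single-base regions held at least 3 reads, regions wider than 1 bp held at least 6, and neighbouring regions on a strand lay at least 39 bp apart. The reads in TSRs are therefore derived from the scores, and they leave out reads outside the listed regions. Between 17.4% and 27.1% of the regions of a library stood at the 3-read minimum, so the absence of a region from a list means fewer than 3 reads at a position and not an absence of initiation. Intervals for counting error were not computed per region, because it is not stated whether PCR duplicates were removed.

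Consensus regions were made by merging regions of one strand that shared at least 1 bp. A region was tested if at least 3 libraries of the fit had a call, and a library without a call was given 0. The test written before the data were examined was a count model, with limma on log2(score + 1) as the stated fallback for another unit. The deposited values are CPM, so the fallback was used. Fold changes are on the log2(CPM + 1) scale, which understates the change of low regions, and a region without a call in a group has a fold change that depends on the pseudocount. The diamide fit used 6 libraries. The input fit used 9 libraries with a shared estimate of the spread. limma 3.58.1 in R 4.3.3 gave moderated tests, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Single values per library were compared with exact permutation tests. Gene sets fixed beforehand were tested with camera at a preset correlation of 0.01 and with fry, taking 1 TSR per gene. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 was used for the other steps.

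The limma fit was tested on simulated reads drawn with the depths of the real libraries and the spread of the control group, with the 3-read minimum applied. For diamide against untreated, 76% of 200 regions changed by 2 on the log2 scale were recovered among 7483 regions. With no region changed, the fit made 69 false calls, all in regions that some library lacked, and 0 in regions that every library had. With the 200 changed regions present it made 58 false calls, again all in regions that some library lacked. A separate fit of the regions that every library had made 5 false calls when changed regions were present. The corresponding numbers were 48 and 7 for 250 against 50 ng, 42 and 23 for 100 against 50 ng, and 47 and 3 for 250 against 100 ng. The same simulation without any change gave 57 false calls for 250 against 50 ng, 29 for 100 against 50 ng and 39 for 250 against 100 ng, among 7925 regions each. The simulated spread was that of the stronger regions of the control group, and the spread of weak regions was not simulated. Replicate 3 of the 250 ng and of the diamide group varied more than this, so these numbers of false calls are not upper limits.

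Yeast genes were named from a table of 6430 genes with a strand, of the assembly R64. Neither the labels nor the lists name a build. The median distance from promoter regions to the annotated gene starts lay between -54.5 and -30.0 bp in the 62 of 64 chromosome segments (4 of equal length per chromosome) that held at least 60 regions, which leaves no sign of an offset between the coordinates. The table was used on that basis, and positions printed are those of the lists, counted from 1. A TSR was assigned to a gene if its midpoint lay from 250 bp upstream to 100 bp downstream of a gene start on its strand. A wide merged region can therefore span a gene start and still fall outside the window, as at HSP26. The strand of a gene was read from its locus tag. Reads of near-identical gene copies could be split or shared between them by a step that is not stated, so values of paralogous ribosomal protein genes are uncertain in that respect. No coordinates of human genes were used here, and K562 regions are given by position only. The planned promoter share of K562 and the planned K562 genes were left out for that reason.

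Regions were named by a rule fixed before the data were examined. For diamide these were the 5 highest and 5 lowest fold changes among regions called in all 6 libraries, with an adjusted p under 0.05 and groups that did not overlap, together with the strongest promoter region of TRX2, TRR1, GSH1, CTT1, HSP26 and SSA4. For each pair of inputs these were up to 2 regions in each direction by the same rule. The 3 strongest regions were named for K562 and for untreated yeast at 100 ng. The second region of HSP26 was added after its values were seen.

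The alternatives covered the scaling, the filter on calls, the treatment of a missing call, the merging distance, a score of at least 20 CPM, the fold change threshold, the replicate number as a block and the omission of each replicate. A score of at least 20 and at least 20 CPM of the summed score were planned as separate alternatives and are the same filter in these lists. The planned comparisons of the summed score are void, because normalization fixes the sum, and the number of reads in TSRs was compared in their place. Replicates were compared in pairs before averaging: no pair shared an identical entry, and the chi-square per degree of freedom of their reads was between 1.69 and 4.50, so no library was entered more than once.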

Results

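The series measured transcription initiation in yeast from 50, 100 and 250 ng of total RNA, in yeast treated with the thiol oxidant diamide (0.5 mM for 1 h) at 100 ng, and in K562 cells at 100 ng, with 3 libraries in each group. Yeast were grown at 30 °C and K562 at 37 °C. The libraries held from 6125 to 11569 TSRs and from 184181 to 489313 reads in TSRs, with a median of 8 to 14 reads per TSR. The 10 strongest TSRs held between 2.73% and 5.23% of the CPM of a library.

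The first comparison asked how the lists depend on the amount of RNA. The number of TSRs was 6575 ± 589 (SD, n = 3) at 50 ng, 7681 ± 293 at 100 ng and 10631 ± 769 at 250 ng. Across the 9 libraries it rose with input, with Spearman's rho 0.949 (exact permutation p = 0.00119 over 1680 assignments, two-sided; adjusted p = 0.00159 over 4 relations) and Pearson's r 0.963 (exact permutation p = 0.000595). The inputs form 3 clusters, and r stayed between 0.942 and 0.975 when any 2 of the 250 ng libraries were left out. Reads in TSRs rose in the same order, with 216296 ± 37344 at 50 ng, 288271 ± 27742 at 100 ng and 410947 ± 61608 at 250 ng (SD, n = 3; rho 0.949, exact permutation p = 0.00119, adjusted p = 0.00159; r 0.903, and 0.817 to 0.958 without 2 of the 250 ng libraries). Input and depth were thus not separated in these libraries. When each library was thinned to the 184181 reads of the shallowest, the expected number of TSRs was 5947 ± 155 at 50 ng, 5757 ± 149 at 100 ng and 5897 ± 480 at 250 ng (SD, n = 3), and rho was -0.32 (exact permutation p = 0.436). That calculation thins the reads of whole regions at their listed width and asks wide regions for 6 reads. If 3 reads are enough at any width, the numbers were 6108 ± 114, 6258 ± 78.2 and 6930 ± 477, the 250 ng libraries stayed above the 50 ng libraries, and rho was 0.896 (exact permutation p = 0.00357). The rise with input therefore remained or vanished with the minimum assumed, and the second minimum was added after the first result was seen.

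**Figure D1:**
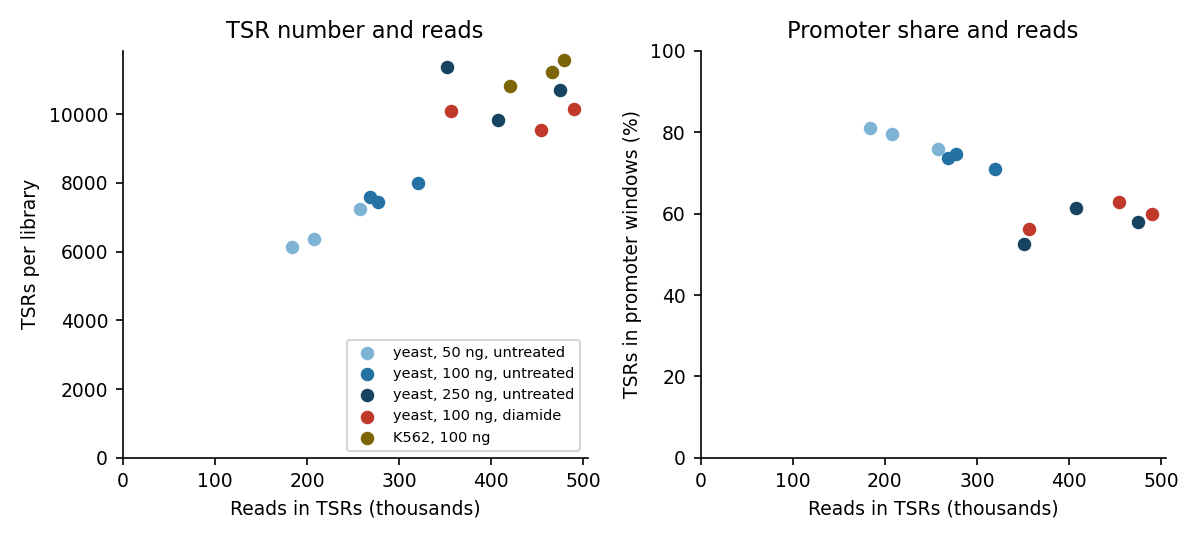
TSRs per library (left) and percent of TSRs in promoter windows (right, yeast only) against reads in TSRs, with 1 point per library and colours for the groups. The 3 libraries at 50 ng have the fewest reads of the yeast libraries, from 184181 to 257275, and promoter shares from 75.7% to 81.1%.

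The median TSR width was 14.3 ± 1.53 bp at 50 ng, 16.3 ± 1.15 bp at 100 ng and 12.3 ± 5.51 bp at 250 ng (SD, n = 3) and showed no relation with input (rho 0.027, exact permutation p = 0.976; Pearson's r -0.37, exact permutation p = 0.393, and -0.77 to 0.39 without 2 of the 250 ng libraries). This depended on single-base regions and weak regions. Among TSRs wider than 1 bp rho was 0.949, and among TSRs of at least 20 CPM it was 0.926. The share of TSRs in promoter windows was 78.8% ± 2.75 at 50 ng, 73.1% ± 1.95 at 100 ng and 57.2% ± 4.48 at 250 ng (SD, n = 3), with rho -0.949 (exact permutation p = 0.00119) and r -0.96 (exact permutation p = 0.000595; -0.978 to -0.948 without 2 of the 250 ng libraries). Weighted by CPM, promoter windows held 91.2% ± 0.577, 90.1% ± 0.276 and 84.7% ± 2.76 of the signal. On the opposite strand of gene starts, 1.21% to 2.18% of TSRs lay in the same window.

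Pairs of libraries of one input were compared with pairs of different inputs. Averaged over the inputs, the mean Jaccard index, shared over total base pairs, was 0.611 for the same input and 0.532 for different inputs (exact p = 0.00357 over 280 partitions, one-sided, the smallest this design gives). Pearson's r of log2(CPM + 1) across regions, which are not independent replicates, was 0.847 for the same input and 0.833 for different inputs (exact p = 0.00357, one-sided). This second difference was 0.0146 and smaller than the range among pairs. It fell to 0.0043 without replicate 2 at 50 ng (exact p = 0.321), and leaving out any 1 of the 50 or 100 ng libraries lost the call, with differences from 0.0043 to 0.0080. The 250 ng libraries did not follow the pooled means in r, which was 0.764 among them, 0.807 with the 100 ng and 0.806 with the 50 ng libraries. The share of TSRs overlapped by at least 1 bp was 70.1% among them, 71.1% with the 100 ng and 70.8% with the 50 ng libraries, whereas the Jaccard index was 0.605, 0.546 and 0.463. Over the 4506 regions called in all 9 libraries, r was 0.932 for the same input and 0.907 for different inputs. In these regions the 250 ng libraries did follow the pooled means, with 0.944 among them, 0.909 with the 100 ng and 0.891 with the 50 ng libraries. The 50 ng libraries had 0.919 among them and 0.922 with the 100 ng libraries.

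Of 7925 regions tested with limma, 64 were called between 100 and 50 ng (58 higher at 100 ng, 6 lower). Between 250 and 50 ng 845 were called (744 higher, 101 lower), and between 250 and 100 ng 516 (472 higher, 44 lower). The simulation without any change gave 29, 57 and 39 false calls in the same order. A large part of the 64 calls may therefore be false. Most rises were in regions without a call in the smaller input: 56 of 58, 635 of 744 and 432 of 472. The alternative that moved the counts most was to test only regions called in all 9 libraries. Then 1, 162 and 2 regions of 4506 were called, and the 162 were 78 higher and 84 lower. The groups did not overlap in 10.6%, 31.1% and 28.0% of the regions, where chance gives 10.0%.

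Between 100 and 50 ng, 2 regions met the naming rule. A region on chromosome XVI, plus strand, 303459 to 303841, outside every promoter window, had 194 ± 54.2 CPM at 100 ng and 50.8 ± 2.10 at 50 ng (log2 fold change 1.88, SE 0.22, limma adjusted p = 0.00655). The region of TDA6 (YPR157W, XVI, plus strand, 841197 to 841237) had 58.0 ± 9.24 and 18.6 ± 4.74 CPM (1.60, SE 0.23, limma adjusted p = 0.0216), and passed the threshold under 9 of 19 alternatives. Its call was lost without 50 ng replicate 2 (log2 fold change 1.52), 100 ng replicate 1 (1.67), replicate 2 (1.48) or replicate 3 (1.66). Between 250 and 50 ng, the largest rises lay outside promoter windows. Of all TSRs outside these windows, 56.9% to 76.2% lay inside genes on the sense strand in the 250 ng libraries. Whether the regions named here without a gene lie inside genes was not recorded, so they are not shown to be separate start sites. The region on chromosome XII, minus strand, 232638 to 233154, had 670 ± 159 CPM at 250 ng and 64.3 ± 36.6 at 50 ng (log2 fold change 3.49, SE 0.40, limma adjusted p = 0.000911). Its call held under 18 of 19 alternatives (highest limma adjusted p = 0.0749), with log2 fold changes from 0.608 to 5.73. A second, on chromosome X, minus strand, 702167 to 702537, had 379 ± 127 and 43.5 ± 26.6 CPM. The largest falls were at FUM1 (YPL262W), from 402 ± 162 to 102 ± 15.8 CPM, and CUE1 (YMR264W), from 94.9 ± 31.0 to 26.5 ± 8.44 CPM. The FUM1 call was lost without 50 ng replicate 2 (-1.65), 250 ng replicate 1 (-1.76) or 250 ng replicate 3 (-1.89), and the CUE1 call without 50 ng replicate 2 (-1.75). Between 250 and 100 ng, rises were named on chromosome XII (minus strand, 721046 to 721275; 84.1 ± 51.1 and 12.9 ± 4.59 CPM) and chromosome I (minus strand, 140671 to 141027; 477 ± 196 and 90.6 ± 28.2 CPM). The call on chromosome I was lost without 100 ng replicate 1 (2.19), 100 ng replicate 3 (2.26) or 250 ng replicate 2 (2.39). The falls were at YNL011C, from 65.1 ± 15.6 to 14.8 ± 2.21 CPM, and on chromosome VII (plus strand, 784195 to 784206), from 34.8 ± 7.44 to 9.75 ± 2.20 CPM.

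The second comparison set diamide against untreated yeast at 100 ng. Single values cannot pass 0.05 with 3 against 3 libraries, where the smallest exact p is 0.1. Diamide libraries had 9924 ± 342 TSRs and 433293 ± 68700 reads in TSRs, and untreated libraries 7681 ± 293 TSRs and 288271 ± 27742 reads (SD, n = 3; no overlap, exact permutation p = 0.1 for each). After thinning to the same reads, the expected numbers were 5495 ± 335 and 5757 ± 149 with 6 reads asked of wide regions, and 6515 ± 277 and 6258 ± 78.2 with 3 reads at any width; the groups overlapped in both. The promoter share was 59.7% ± 3.25 and 73.1% ± 1.95 (exact permutation p = 0.1), and after thinning 77.2% ± 5.08 and 80.4% ± 0.593, a difference of -3.23 points that was -0.30 without diamide replicate 3. The median width was 13.7 ± 4.04 and 16.3 ± 1.15 bp, and the groups overlapped (exact permutation p = 0.5).

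Of 7483 regions tested with limma, 3332 differed in diamide: 1771 were higher and 1561 lower. They included 804 regions called in all 3 diamide and no untreated library and 274 of the reverse kind. The count moved most when regions called in at least 1 library were tested, to 1944 of 17101. Among the 4696 regions called in all 6 libraries, 2237 were called, 952 higher and 1285 lower, so the larger number of rises came from regions that some libraries lacked. The groups did not overlap in 60.5% of regions, where chance gives 10.0%. Of the rises 59.3% and of the falls 77.8% lay in promoter windows. The median log2 fold change of all regions was 0.11. Under scaling by trimmed log ratios it was 0.23, a shift of more than 0.1, and 3375 regions were called.

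**Figure D2:**
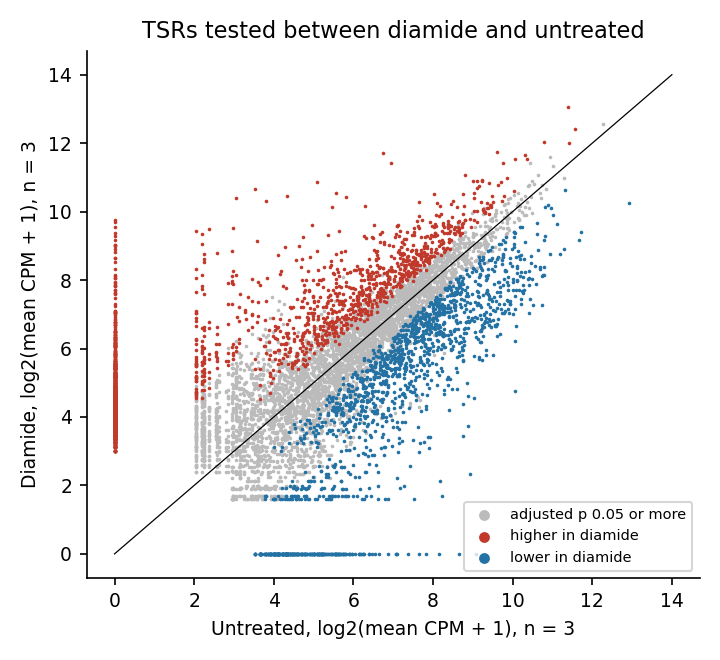
Log2(mean CPM + 1) of each of the 7483 tested TSRs in untreated (x axis) and diamide (y axis) yeast, n = 3 each, coloured by the limma call, with a line at equal values. Of the called regions 1771 were higher and 1561 lower in diamide by the limma fold change. That fold change uses means of log2(CPM + 1) and can differ from the plotted distance to the line. Regions at 0 on an axis had no call in that group.

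The largest rises among regions called in all 6 libraries were at RGI2, ADY2, JEN1, SPG4 and HSP12. The region of RGI2 (YIL057C, IX, minus strand, 248369 to 248502) had 1272 ± 140 CPM in diamide and 12.9 ± 4.59 in untreated yeast (log2 fold change 6.56, SE 0.28, limma adjusted p = 4.1e-05). That of ADY2 (YCR010C, III, 133173 to 133280) had 1398 ± 248 and 19.0 ± 12.7 CPM. That of JEN1 (YKL217W, XI, 22074 to 22381) had 1861 ± 92.9 and 33.2 ± 6.23 CPM, that of SPG4 (YMR107W, XIII, 482964 to 483064) had 1480 ± 141 and 46.3 ± 14.1 CPM, and that of HSP12 (YFL014W, VI, 107123 to 107526) had 3345 ± 277 and 106 ± 30.5 CPM. The largest falls were at RPL9A, SAM1, GUA1, YBR238C and URA1. The region of RPL9A (YGL147C, VII, minus strand, 228254 to 228379) had 25.9 ± 4.38 CPM in diamide and 1069 ± 54.7 in untreated yeast (log2 fold change -5.32, SE 0.18, limma adjusted p = 2.5e-05). That of SAM1 (YLR180W) fell from 473 ± 51.5 to 12.4 ± 1.51 CPM, that of GUA1 (YMR217W) from 517 ± 52.1 to 22.3 ± 7.60 CPM, that of YBR238C from 430 ± 58.1 to 19.8 ± 11.4 CPM and that of URA1 (YKL216W) from 471 ± 96.4 to 23.6 ± 4.61 CPM. These 10 regions passed the threshold under all 21 alternatives.

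Of the genes listed beforehand, TRX2 (YGR209C) rose from 288 ± 56.7 to 1145 ± 84.7 CPM (log2 fold change 2.0, SE 0.20, limma adjusted p = 0.000725). SSA4 (YER103W) rose from 216 ± 51.0 to 493 ± 68.1 CPM (1.20, SE 0.23, limma adjusted p = 0.00966), CTT1 (YGR088W) from 42.8 ± 2.65 to 93.4 ± 26.0 CPM (1.08, SE 0.24, limma adjusted p = 0.0154) and GSH1 (YJL101C) from 72.9 ± 31.0 to 193 ± 24.6 CPM (1.5, SE 0.40, limma adjusted p = 0.03). The GSH1 call was lost without diamide replicate 1 (limma adjusted p = 0.0683), replicate 2 (0.084) or replicate 3 (0.0855), and the CTT1 call without 100 ng replicate 2 (0.0506). Of 21 alternatives, the SSA4 call held under 20, the CTT1 call under 19 and the GSH1 call under 17. The highest limma adjusted p-values were 0.108, 0.152 and 0.137 in the same order. TRR1 (YDR353W) had 196 ± 41.5 CPM in diamide and 292 ± 46.7 in untreated yeast, a difference that did not pass the threshold (-0.58, SE 0.24, limma adjusted p = 0.104). The region of HSP26 (YBR072W, II, plus strand) that the rule selected was a single base at 381820 with 8.72 ± 2.54 CPM in diamide and no call in untreated yeast, and its call was lost when a missing call was set to the lowest score. A region at 381883 to 382395, which spans the HSP26 start but has its midpoint outside the window, had 2727 ± 331 CPM in diamide and 123 ± 14.6 in untreated yeast (4.46, SE 0.18, limma adjusted p = 3.8e-05). It was chosen after its values were seen.

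**Figure D3:**
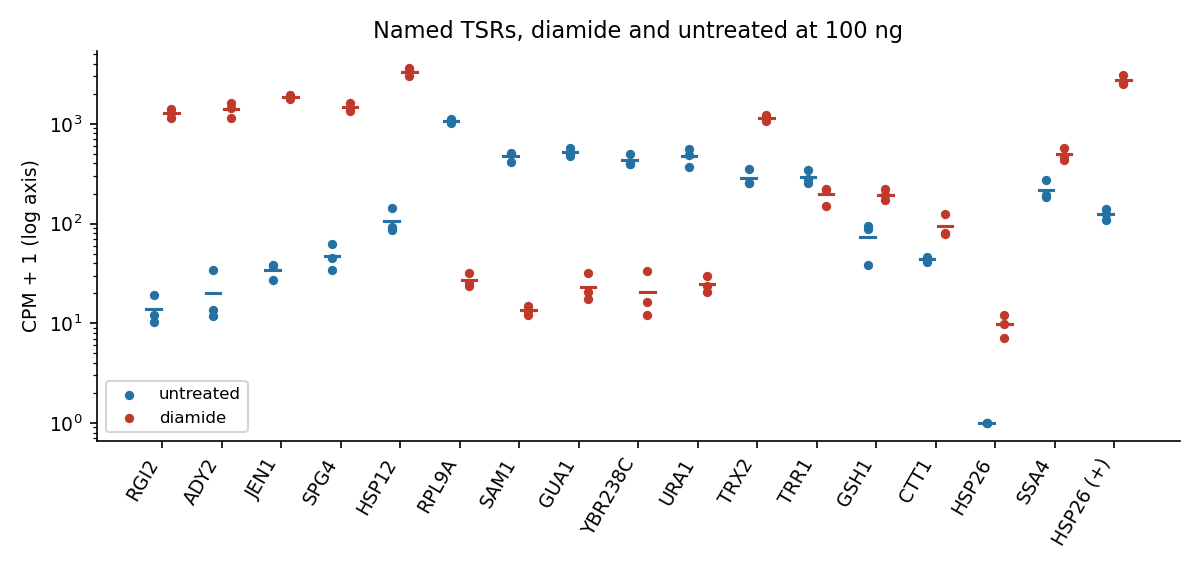
CPM + 1 on a log axis of the named TSRs in each of 3 untreated and 3 diamide libraries at 100 ng, with lines at the group means. HSP26 is the region selected by the rule, at 0 CPM in untreated yeast, and HSP26 (+) is the region added later, at 123 CPM in untreated and 2727 CPM in diamide yeast.

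With 1 promoter TSR for each of 4884 genes, 4 of 5 gene sets differed in camera. The proteasome set was higher in 33 of 33 genes (median log2 fold change 0.76, camera adjusted p = 1.5e-07) and the ribosomal protein set lower in 125 of 125 genes (-2.54, camera adjusted p = 5.2e-34), also under both other scalings. The thioredoxin and glutathione set was higher in 23 of 31 genes (median 1.09, camera adjusted p = 3.8e-05) and chaperones in 18 of 26 (median 0.62, camera adjusted p = 0.00448). The first of these sets was wider than its name and also listed SOD1, SOD2, CTT1, CTA1, CCP1, OYE2, OYE3, YAP1, ATR1 and FLR1. Its result is therefore not a test of the thioredoxin and glutathione systems alone. The trehalose and glycogen set did not pass (9 of 16 higher, median 0.15, camera adjusted p = 0.432). The 4 calls held under fry and under an estimated correlation, where the adjusted p-values lay between 0.0216 and 0.039. Under fry the trehalose and glycogen set also passed (fry adjusted p = 0.0432). Over all regions tested, 18 of the 31 genes of the thioredoxin and glutathione set, 15 of the 26 chaperones and 19 of the 33 proteasome genes were called. So were 121 of the 125 ribosomal protein genes and 4 of the 16 trehalose and glycogen genes. When adjusted over the list alone, the numbers were 19, 17, 22, 123 and 2 in the same order. The promoter TSRs of ribosomal protein genes held 11.1% ± 0.488 of the CPM in untreated and 2.09% ± 0.198 in diamide libraries (SD, n = 3).

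**Figure D4:**
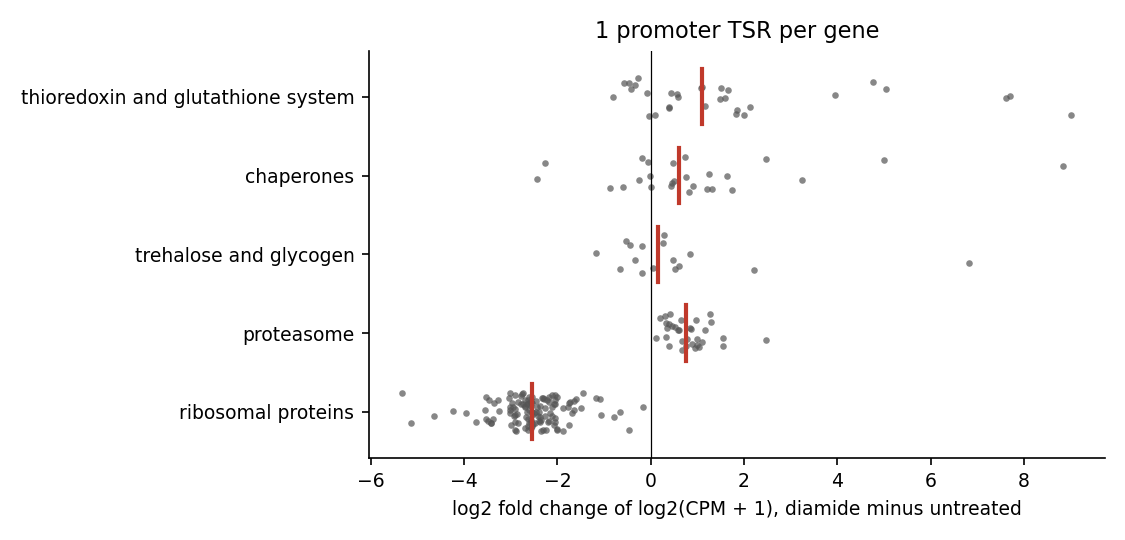
Log2 fold change on the log2(CPM + 1) scale, diamide minus untreated, of 1 promoter TSR per gene in the 5 gene sets, with 1 point per gene and a line at the median of each set. All 125 ribosomal protein genes lie below 0 and all 33 proteasome genes above 0.

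The 3 strongest TSRs of untreated yeast at 100 ng were at RPL11A (YPR102C, 7739 ± 437 CPM), on the minus strand of chromosome XII at 456570 to 457460 outside every promoter window (4517 ± 198 CPM) and at RPL11B (YGR085C, 3386 ± 299 CPM). TSRs in the span of the ribosomal RNA genes of chromosome XII held 1.06% to 1.16% of the CPM of these libraries. Whether the region on chromosome XII lies in that span was not recorded, and it is not shown to be a capped start.

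The K562 libraries addressed the use of the assay in human cells. They had 11209 ± 375 TSRs and 455072 ± 30765 reads in TSRs (SD, n = 3). The mean Jaccard index of the 3 pairs was 0.614, from 0.605 to 0.623, and on average 70.1% of TSRs were overlapped in the other library. Of 16834 merged regions, 7136 were called in all 3 libraries and held 96.3% of the CPM. Pearson's r across regions was 0.732, and 0.927 over regions called in all 3. The strongest regions lay on chromosome 11 (plus strand, 65499022 to 65499861, 5082 ± 232 CPM), chromosome 18 (plus strand, 21612243 to 21612418, 4039 ± 168 CPM) and chromosome 1 (minus strand, 154183098 to 154183236, 3611 ± 479 CPM), in a build that the lists do not name. The median width was 7.0 ± 1.0 bp in K562 and 16.3 ± 1.15 bp in yeast at 100 ng (SD, n = 3; no overlap, exact permutation p = 0.1, the smallest possible). Single-base TSRs made up 42.3% ± 0.994 and 35.7% ± 0.706. Among TSRs of at least 20 CPM the order reversed, and the median was 3.33 bp larger in K562 (exact permutation p = 0.2).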

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

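The pseudocounts, the variance trend, the trimmed-ratio scaling, the 250 ng control, the thinned libraries with either minimum, the filter of 10 reads and the gene sets under other scalings were tried only after the data were seen. The alternatives that need count models were not run, since the deposited values are CPM, and the K562 promoter share was not run. The summed score gave no value.

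The rise of the TSR number with input kept its direction and its side of the threshold under 5 of 6 alternatives and without each replicate. Thinning to the shallowest library, with 6 reads for wide regions, reversed it to rho -0.32, while 3 reads for any width left it at 0.896, so the result rests on the minimum assumed. For median width by input, rho was 0.926 with TSRs of at least 20 CPM and 0.949 with TSRs wider than 1 bp, and ranged from -0.17 to 0.385 without each replicate, none past the threshold. The fall of the promoter share with input held under all 6 alternatives (rho from -0.949 to -0.896) and without each replicate (-0.945). The difference in score correlation ranged from 0.0043 to 0.0351 without each replicate, and its call was lost in 6 of these 9 fits. The cause was not tested.

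For diamide, the difference in TSR number of 2243 was 73.0 with at least 20 CPM, 809 with at least 10 reads, 257 when thinned with 3 reads for any width, and reversed to -261.9 when thinned with 6 reads for wide regions. The difference in median width of -2.67 bp was 9.33 with at least 20 CPM and 3.33 above 1 bp. Without each replicate it ranged from -3.83 to -0.33, and it was -0.33 without diamide replicate 3. The difference in promoter share of -13.4 points was -3.55 with at least 20 CPM, -5.79 when weighted by score, -3.23 when thinned (-0.30 without diamide replicate 3) and -5.50 when thinned with 3 reads for any width (-2.97 without it). For K562 against yeast, the width difference of -9.33 bp was -3.33 above 1 bp and reversed to 3.33 with at least 20 CPM. Depth was tested for the TSR number and the promoter share in yeast and for neither width difference, whose causes were not tested. K562 overlap was 0.645 with at least 20 CPM, from 0.605 to 0.623 without each replicate, and 58.7% of TSRs when 50% of the length had to be shared.

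The count of regions called in diamide stayed within 1.5 times under 14 of 15 alternatives, with 1944 called when regions of at least 1 library were tested, and from 2710 to 3043 without each replicate. Rises outnumbered falls under most alternatives and without each replicate. Falls were more numerous in regions called in every library (952 higher, 1285 lower) and with a missing call at the lowest score (1518 higher, 1805 lower). They were also more numerous with at least 20 CPM (1166 higher, 1284 lower) and with the 250 ng control (1494 higher, 1906 lower). Calls between 100 and 50 ng fell to 1 with regions called in every library (401 at an unadjusted p under 0.05), 2 with a missing call at the lowest score, 33 with at least 20 CPM, 36 with pseudocount 10 and 1 with a variance trend, and ranged from 87 to 174 without each replicate, 174 without 50 ng replicate 1, 111 without 50 ng replicate 3, 100 without 100 ng replicate 1 and 118 without 100 ng replicate 2. Calls between 250 and 50 ng fell to 162 in regions called in every library and 241 with at least 20 CPM. With a variance trend they rose to 1235 (936 higher, 299 lower). Calls between 250 and 100 ng fell to 2 in regions called in every library, 151 with a missing call at the lowest score, and 120 with at least 20 CPM. With a variance trend they rose to 684 (517 higher, 167 lower). With a missing call at the lowest score, the 789 calls between 250 and 50 ng were 308 higher and 481 lower. The direction of most calls between these inputs therefore depends on how a missing call is treated. Between 250 and 100 ng most calls stayed higher (120 higher, 31 lower). Regions of all 3 diamide and no untreated library numbered 804, 399 with at least 20 CPM, and from 897 to 1267 without each replicate, 1267 without diamide replicate 3. The reverse numbered 274, and 331 with at least 20 CPM. It ranged from 311 to 446 without each replicate, 413 without 100 ng replicate 1 and 446 without 100 ng replicate 2. Fewer libraries make both conditions easier to meet.

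In no pair of groups did all same-numbered libraries reach a correlation of deviations from the group mean of 0.1 over 9312 regions. It ranged from 0.0011 to 0.0361 between diamide and 100 ng, 0.00013 to 0.0374 between 50 and 100 ng, -0.016 to 0.0698 between 50 and 250 ng, 0.0184 to 0.0397 between 100 and 250 ng, and 0.0839 to 0.263 between 250 ng and diamide. Over the 4155 regions called in all 12 libraries it was 0.0734 to 0.111 between 50 and 100 ng, against -0.0760 to -0.0294 for different numbers. Between 100 and 250 ng it was 0.0602 to 0.0639, against -0.0395 to -0.0233. In the other pairs of groups the ranges for same and different numbers overlapped. These values point to a weak component shared by same-numbered libraries of neighbouring inputs, whose source the labels do not give. The numbers were not used to pair libraries. With the replicate block, 2720 regions were called in diamide, 62, 691 and 468 between inputs, and 4 gene sets. Permuting within replicate number left rho at 0.949 for TSR number (exact permutation p = 0.00926).

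Among 32 single regions and gene sets, 15 changed under some alternative: 36 values weaker, 1 stronger and 2 reversed. The reversed values were -0.27 for the single-base HSP26 region with a missing call at the lowest score, and -0.23 for the region at 721046 on chromosome XII when merged within 50 bp, which joined it to other regions.

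The 3-read minimum limits every comparison of libraries of unequal depth: a region without a call in a shallow library is not shown to be absent.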

Other observations

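The tests in this part were chosen after the patterns were seen, each with a written prediction before its own result, but the second read minimum and the rule that groups apart by less than the larger SD cannot be told apart were set after thinned values had been seen, and the test by the number of calls against 250 ng was chosen after that number was seen.

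Sequencing depth is a candidate explanation for the larger number of TSRs in diamide libraries. After thinning to the shallowest library the difference of the means was -261.9 TSRs, and the groups overlapped with either minimum for wide regions. Without diamide replicate 3 the difference was -453.6, with fewer TSRs in diamide. With 3 reads at any width it was 257, and the diamide libraries lay above the others without 100 ng replicate 1 (298) or diamide replicate 2 (375). Without diamide replicate 3 it was 104. For 250 against 50 ng the difference was -49.6 TSRs with overlap. It changed sign without 50 ng replicate 2 (39.5), 250 ng replicate 1 (99.0) or 250 ng replicate 2 (79.0) and was -326.7 without 250 ng replicate 3. It was -100.1 without 50 ng replicate 1 and -88.2 without 50 ng replicate 3. The groups stayed apart if 3 reads were enough at any width, by 823 TSRs, so depth and input cannot be told apart. The promoter share after thinning differed by -5.36 points between 250 and 50 ng, and the groups stayed apart with either minimum and without any 1 library. By the prediction written beforehand, depth alone would then not account for this share. By the later rule the minimums disagree: with 6 reads the difference is under the SD of 6.22 points at 250 ng, and with 3 reads at any width it is -8.87 points and over the SD of 5.50. The size rests on 250 ng replicate 3. Without it the groups stayed apart, and the differences of -1.77 and -5.70 points were over the larger SDs of 0.402 and 0.694. The thinning kept each region at its listed width, whereas the list minimum acts at positions. With 6 reads for wide regions, single-base TSRs made up 13.0% to 25.4% of the thinned 250 ng lists. They made up 37.8% in 50 ng replicate 2, the library that set the number of reads. Most TSRs outside promoter windows were single bases, so the thinned shares are uncertain. Whether depth alone lowers the share at 250 ng is therefore not decided by these values. Between diamide and untreated libraries the share differed by -3.23 points with overlap, and by -5.50 points without overlap with 3 reads at any width. Without diamide replicate 3 these were -0.30 and -2.97, and without diamide replicate 2 the first was -4.88 with the groups apart. Depth cannot be told apart from treatment, since the minimums disagree.

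Regions outside promoter windows may in part be 5′ ends inside transcripts of abundant genes. Inside genes they lay on the sense strand at least 2.99 times as often as on the antisense strand in each of 12 libraries, and up to 18.4 times. Genes with such a region had a median promoter CPM of 148 to 229 against 67.3 to 103 for the others. Between 62.5% and 69.7% were single bases, against 21.1% to 31.3% in promoter windows. Whether they are capped starts, degraded RNA or priming within transcripts was not tested.

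Replicate 3 of the 250 ng group and replicate 3 of the diamide group shared a departure from their groups, with a median width of 6.0 and 9.0 bp against 15 to 16 bp in the other libraries of these groups. Their deviations correlated at 0.263 across 9312 regions. A batch shared by same-numbered libraries was predicted to give over 0.1 in all 3 pairs, and the lowest pair was at 0.0839, and 2 of the 3 pairs fell short. By that prediction a batch shared by all numbers is not the cause, and calling the test open is a departure from it made after the values were seen. A batch of the libraries numbered 3 alone cannot be told apart from other causes, since the labels give no batch. More 5′ ends inside genes do not account for all of it, since the correlation was 0.208 over 3759 promoter regions called in all 12 libraries. No biological explanation was tested.

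The diamide calls were compared with those against the 250 ng libraries, whose depth is closer to that of the diamide libraries. Of 3386 calls, 75.1% were also called in the same direction. Both contrasts share the diamide libraries: in simulated unchanged groups, 41.4% of as many top-ranked regions were top-ranked in both in the same direction. The share that had been predicted for depth or batch, under 20%, is below this value and could hardly occur, so the 75.1% decides nothing. As the whole cause, a depth or batch shared with the 250 ng libraries would leave few differences from them, and 3400 regions were called against 250 ng. A partial contribution of depth or of such a batch to the number of calls is not excluded. In the splits of the 6 libraries, 1 of 10 gave as many called regions as diamide against untreated, the real one, with at most 41 in the others. For 100 against 50 ng, 250 against 50 ng and 250 against 100 ng it was also 1 of 10, with at most 47, 46 and 44 in the others. For regions found in all libraries of one group and none of the other it was 1 of 10. As many gene sets as the 4 called in diamide were called in 4 of 10 splits. Each other split sets 2 libraries of one group against 1, so part of the group difference remains in it, and these counts do not show what chance alone gives. With 10 splits the share cannot fall under 0.1.

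At some promoters, a pair of start regions changed by different amounts in diamide. Among 122 genes whose 2 strongest promoter regions were called in all 6 libraries, 45 changed their ratio (limma adjusted p under 0.05), 17 toward the upstream and 28 toward the downstream region. Missing calls are absent from these 45 by selection, and the read minimum also acts inside called regions, so an effect of the detection threshold on the ratios cannot be told apart from a change in start site use. The genes below were chosen after their values were seen. At STE4 the upstream region (XV, 742622 to 742703) rose from 41.6 ± 8.56 to 187 ± 26.3 CPM while the downstream region (742735 to 742840) fell from 352 ± 27.3 to 62.6 ± 20.4 CPM (SD, n = 3). At RPN4 the upstream region (IV, 416912 to 416989) had 155 ± 2.70 and 125 ± 23.3 CPM while the downstream region (416673 to 416855) rose from 136 ± 8.29 to 761 ± 116 CPM. A change in start site use in diamide is a hypothesis that these data leave open.

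Mitochondrial regions held 28.1 to 41.0 CPM in untreated libraries at 100 ng, 204 to 387 CPM at 250 ng and 427 to 1576 CPM in diamide. When whole regions were thinned, depth alone did not account for the difference at 100 ng. The means still differed by 694 CPM without overlap, and by 383 CPM without overlap when diamide replicate 3 was left out. The 250 ng libraries were also raised without diamide, so an effect of library preparation stays open beside one of the treatment, and neither was tested.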
